A study of Squalius alburnoides and Squalius pyrenaicus with 4 samples. Its data were reported in "Global Analysis of the Small RNA Transcriptome in Different Ploidies and Genomic Combinations of a Vertebrate Complex – The Squalius alburnoides" (2012).

How the data were processed

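The study hybridized Cy3-labelled total RNA of 4 genomic compositions, pooled from liver, muscle and brain, to a multi-species miRNA oligonucleotide chip and scanned it in a single colour. The deposited scanner files of the authors hold, for each of 5040 spots in 24 subarrays, the foreground intensity and the local background intensity, with neither background subtraction nor crosstalk correction applied per the file headers. QuantArray, the image software, also wrote a column of other values, 1 or 0 per spot, into the deposited files, and its meaning is not given in the sources used here. It was read as 1 for a spot kept and 0 for a spot set aside, because means over the spots with 1 gave the authors' value table. By this reading 7.68% of zebrafish spots were set aside on PAA, 19.3% on PA, 11.1% on AA and 17.1% on PP. The slide of each array was taken from the image names in the file headers.

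The authors' deposited value table holds 241 probes on a linear intensity scale, 212 of them zebrafish probes, with array medians of 257 for PAA, 272 for PA, 259 for AA and 298 for PP. Per the methods the values had been background-subtracted, filtered at 200% of background and normalized in BRB-ArrayTools. The values themselves equalled, within 0.1%, the geometric mean of the foreground of the kept spots times a factor per array, 1 for PAA, 0.943 for PA, 1.18 for AA and 0.963 for PP, with no background subtracted. For 15.4% of the table's probes on PAA, 15% on PA, 16.3% on AA and 10.9% on PP no spot reached 200% of background. The scale of the table is thus known, no centring was found, and how the factors were chosen stays unknown. The table served as an alternative only, and all of its 4 columns were used.

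The local background was subtracted from the foreground of each spot. A spot passed if it was kept and its foreground was at least 2 times its background, and a probe was detected on an array if at least 2 of its 4 spots passed. Its value was the mean log2 signal of the passing spots. Quantile normalization over the zebrafish probes detected on each array is the basis of correlations, fold classes, groups and named miRNAs, and scaling to the total signal that of shares, additivity and shared directions, as quantile normalization gives every array the same distribution of values. Of the probes on the chip, 218 carry zebrafish names and form the main set. A further 182 carry names of invertebrate miRNAs only, 653 those of other vertebrates, 25 are labelled ZF_miR and 76 carry a number only; these classes served for background and for the closing observations, together with 40 BLANK spots and 40 control spots labelled Homo. Scaling on the Homo probes used the median of the 12 Homo spots that passed on all 4 arrays. What these probes target is not given in the sources used here. Each zebrafish probe is named as the files name it, without the species prefix. No genome coordinates were used.

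For each of the 6 pairs of arrays the Pearson and Spearman correlations, the number of probes beyond 2-fold, and the share of probes higher on the first array were computed, with 95% Wilson intervals for shares. Signal expected under additivity was the mean of PP and AA for PA and the mean of PP and 2 parts AA for PAA. Where a probe was measured but below the detection limit on an array, the bright value over the higher of the lowest detected signal and the dim probe's own signal was given as a lower bound. A probe with too few spots kept, which held for 0 zebrafish probes on PAA, 8 on PA, 3 on AA and 11 on PP, was taken as not measured. With 1 array per composition no test between compositions was made, and the number of arrays limits the precision. The SE of a difference was computed over the spots of a probe.

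The miRNAs named were chosen by rule. For PAA against PA they are the 10 zebrafish probes with the largest difference each way among those whose spot values did not overlap between the arrays, for every other pair the 4 largest each way by the same rule, for additivity the 3 largest each way, and the 5 brightest probes. To these come the members of 18 lists and examples from them: the sequencing set, the set against the AA/PP direction, muscle, liver, brain, the let-7 family, the miR-17-92 clusters, the miR-200 family, the miR-183 cluster, red blood cells, leukocytes, endothelium, smooth muscle, connective tissue, skin epithelium, pancreas, gonad, and early embryo or oocyte. The sequencing set holds the miR-183 cluster, miR-192, which is also in the liver list, and miR-141, which is also in the miR-200 list, and miR-142b-5p is in both the set against the AA/PP direction and the leukocyte list. This rule, the lists, the settings above and most alternatives were chosen before the data were examined. The median of each list was placed among 10000 random lists of the same size matched on intensity in 5 bins.

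The alternatives were normexp background correction with an offset of 50, no filter on dim spots (values below 1 set to 1), a filter that needs every spot to pass, first or last spots only, all miRNA probes, the authors' table, other scalings (median, none, total signal with and without the 10 brightest probes, Homo control probes, quantile), other thresholds for detection and fold, Spearman's and linear correlation, and, for shared directions, larger differences only or different spots of the shared array. Inclusion of the spots set aside, a filter at the 95th percentile of the BLANK spots, the share of all miRNA probes beyond 2-fold, and the Homo probes and total signal without the 10 brightest probes as scalings of groups and named miRNAs, the scalings of the count of PA outside the range of AA and PP, bounds of differences against the BLANK level, and the search for a spot that stands more than 2 log2 above the others of its probe on all 4 arrays (1 of 218 zebrafish probes) were chosen after seeing the data. The calculations were tested on simulated data. With 20 of 154 probes raised 4-fold on PAA against PA, all 20 came out above 2-fold, with a median log2 of 1.85, and 0 of the 134 others lay beyond it. The 20 were drawn from probes brighter than the median, so recovery of dim probes was not tested. Random lists had a mean percentile of 49.9. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 were used. Spots without a name (336) and 8 Ncode_Control spots were left out, as they name no miRNA.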

Results

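MicroRNAs (miRNAs), short RNAs that repress the messenger RNAs they pair with, were measured on 4 one-colour Cy3 microarrays in the *Squalius alburnoides* complex, Iberian freshwater fish of hybrid origin. The forms are named by their genomes, P for that of *S. pyrenaicus* and A for that of the second ancestor. An array was hybridized for each of 4 compositions, the triploid hybrid PAA, the diploid hybrid PA, the diploid non-hybrid AA and the parental species PP, with RNA pooled from liver, muscle and brain of about 3 individuals. Each group therefore had 1 array, no difference between compositions had a replicate check, and no test between compositions was run. PAA and PA were hybridized on 1 slide and AA and PP on another, so hybrid state and slide cannot be told apart in any comparison of a hybrid with a non-hybrid form. PAA and AA lay in the upper part of their slides and PA and PP in the lower part. Position on the slide therefore cannot be told apart from ploidy in PAA against PA, or from genome in AA against PP. More zebrafish spots were set aside on the lower arrays (19.3% on PA, 17.1% on PP) than on the upper (7.68% on PAA, 11.1% on AA). Per the paper, the *S. alburnoides* forms came from the Almargem River and *S. pyrenaicus* from Colares. Genome and river therefore cannot be told apart in any comparison with PP, additive expectations included. The paper also describes AA as always male and PAA as mainly female, so sex may differ between the forms. Of the zebrafish probes, each printed in 4 spots, 168 were detected on PAA, 164 on PA, 154 on AA and 156 on PP, and 114 were detected on all 4 arrays. The summed background-subtracted signal of the detected zebrafish probes was 162967, 153618, 152942 and 147505 in the same order, and the median spot SD was 0.17, 0.21, 0.12 and 0.34 on the log2 scale. Errors below are SE over the spots of a probe on the log2 scale, which measure the spread within an array only.

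The brightest zebrafish probe was that of miR-192, a miRNA typical of liver and gut, with a mean of 14.53 log2 intensity over the arrays. It was followed by miR-27c at 13.98 and miR-23a at 13.62, of the miR-23/27/24 clusters, miR-181a at 13.35, known from lymphocytes and brain, and miR-461 at 12.94. The 5 brightest probes of each array held 47.7% of the zebrafish signal on PAA, 46.9% on PA, 47.5% on AA and 48.3% on PP. Intensities of different probes do not rank the miRNAs, as probes differ in affinity. Before normalization the probe of miR-122, the main miRNA of vertebrate liver, read 259 on PAA, 226 on AA and 164 on PP, with PA between PP and AA (with quantile normalization AA, at 8.08 log2, was above PAA, at 7.94), and that of miR-206, typical of skeletal muscle, read 152, 175, 187 and 208 on PAA, PA, AA and PP. Muscle miR-1 read 1262, 782, 479 and 276 in that order. The level of spots without a probe (BLANK) reached 103 on PAA, 209 on PA, 202.8 on AA and 516 on PP at its 95th percentile, which 167, 88, 66 and 31 of the detected zebrafish probes exceeded. In the same order, the BLANK medians were 41.5, 38, 36 and 49, and the highest BLANK spots 522, 233, 272 and 795. With 32 (PA) to 40 (PAA and AA) BLANK spots kept, the level rests on the few brightest of them. Of the 60 largest differences named below, 31 had both arrays above this level, 25 only the brighter array, 1 only the dimmer and 3 neither; where the dimmer value lay under the level, the log2 difference is that of the detected signal and its size is not firm, and a bound against the level is given for most. Probes made only for invertebrate miRNAs, which carry no vertebrate name and served as background, were detected in similar shares, 67.6%, 72.5%, 63.7% and 73.1% of 182 against 77.1%, 75.2%, 70.6% and 71.6% of the zebrafish probes.

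The comparison of PAA with PA asked what differs between triploid and diploid hybrids. Both arrays were on the first slide, PAA in its upper and PA in its lower part. The largest difference towards the triploid was that of miR-138, enriched in vertebrate brain, with a log2 difference of 1.52 ± 0.12 and normalized intensities of 3556 on PAA and 1240 on PA. Muscle miR-1 was higher on PAA by 0.75 ± 0.06, as were miR-100 (0.74 ± 0.06), miR-218a (0.63 ± 0.12), known from motor neurons, and miR-132 (0.52 ± 0.06), which follows neuronal activity and turned to −0.07 with scaling on the control probes labelled Homo. With that scaling the other differences towards the triploid were smaller too, from 0.06 for miR-27a to 1.04 for miR-138, and most of those towards the diploid hybrid named next were larger (miR-24 at −0.99, miR-23b at −1.07). Towards the diploid hybrid, miR-731, which in fish is encoded beside miR-462, differed by −1.18 ± 0.05 (−0.71 without scaling). It was followed by miR-430j (−0.85 ± 0.10), of the family that clears maternal messenger RNA in zebrafish embryos, miR-92a (−0.72 ± 0.11) of the miR-17-92 cluster, miR-23b (−0.53 ± 0.09), miR-101a (−0.52 ± 0.12) and miR-24 (−0.48 ± 0.05). The other probes the rule named were miR-140* (1.25 ± 0.44 from 2 spots on each array, at least 1.39-fold against the BLANK level of PA), miR-17a* (0.87, at least 1.35-fold), miR-737 (0.76), miR-27a (0.61, under the level on PA with no bound) and miR-454b (0.58) on the higher side, and miR-19a* (−0.84), miR-107 (−0.58, PA under its level), miR-16c (−0.47) and miR-30e (−0.46, and −0.19 without scaling) on the lower side. With the spots set aside at the scan included, miR-737 turned to −0.36, miR-27a to −0.70 and miR-30e to 0.91, and miR-30e was also turned, to 0.02, in the first spots alone. Of 147 probes detected on both arrays, 96.6% lay within 2-fold, 3 were above and 2 below.

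Among the groups of miRNAs fixed in advance, 8 of 13 measured brain miRNAs were higher and 5 lower on PAA than on PA, with a median of 0.24 that lay at percentile 95.1 of 10000 random lists matched on intensity, a percentile that only describes these arrays. It was 0.02 with median scaling and −0.22 with scaling on the Homo probes, which moved the median of all probes to −0.43, from 0.02 with quantile normalization. The 3 measured connective tissue miRNAs, which include miR-140* and miR-199* (0.48 ± 0.04), were all higher (median 0.48, percentile 93.7; −0.04 with the Homo probes). Of the let-7 family, regulators of developmental timing, 5 of 6 were higher (median 0.28, percentile 93.2; −0.19 with the Homo probes), with let-7g at 0.34 ± 0.14 and let-7a at 0.54 ± 0.42, both under the BLANK level on PA. The endothelial pair miR-126 (−0.08) and miR-126* (−0.89 ± 0.72) had a median of −0.48 at percentile 3.91, and the epithelial miR-200 family, with miR-200a (−0.43) and miR-429 (−0.41, PA under its level) measured, one of −0.42 at percentile 3.51. For each of these endothelial and epithelial members the spot values overlapped between the arrays. The miR-17-92 clusters, tied to cell proliferation, were lower in 7 of 10 members (median −0.13). The muscle list was mixed, with 2 members higher and 3 lower, among them miR-133a at −0.15 (PA under its level), and a median of −0.07. Of the leukocyte list 1 member was higher and 2 lower (median −0.20), and of the embryonic miR-430 members 1 was higher and 2 lower (median −0.18). The liver list had 1 member higher and 1 lower, and its median of 0.00 is that of miR-192, which quantile normalization fixes at 0. Smooth muscle miR-143 and miR-145 (median −0.02) and skin miR-203a and miR-205 (median −0.01) each had 1 member higher and 1 lower.

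PAA was compared with PP, the parental species, across the slides. The proliferation-linked miR-92a was higher on PAA by 2.44 ± 0.28, miR-731 by 2.42 ± 0.08, miR-1 by 2.15 ± 0.06 and miR-20b, also of a miR-17-92 type cluster, by 1.82 ± 0.37. All 4 lay under the BLANK level on PP, against which PAA was at least 1.19-fold higher for miR-92a, 4.47-fold for miR-731, 1.92-fold for miR-1 and 1.72-fold for miR-20b. The let-7c probe was 23.3 times as bright on PP as on PAA (−4.54 ± 0.11), and that of miR-220 5.56 times (−2.48 ± 0.46). The values of miR-738 (−3.44 ± 1.51) and miR-193a (−2.47 ± 0.63) rested on 2 spots of PP that lay far apart. Red blood cell miR-451 was higher on PAA by 1.48 ± 0.12 and pancreatic miR-375 lower (−1.58 ± 0.13), but on PP both were under the BLANK level and no bound could be given. Within 2-fold lay 70.1% of the probes, 25 were above and 16 below, and 37 of these 41 had spot values that did not overlap between the arrays.

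In the comparison of PAA with AA, which share the A genome, miR-731 again stood highest on PAA, by 4.21 ± 0.05, at least 10.7-fold against the BLANK level of AA. It was followed by miR-101a, known to repress the histone methyltransferase gene ezh2, with 1.44 ± 0.06, miR-740 with 1.33 ± 0.11 and cell-cycle regulator miR-16a with 1.31 ± 0.06, all 3 under that level on AA (at least 2.18-fold, 1.304-fold and 2.25-fold). The let-7c probe was 26.6 times as bright on AA (−4.73 ± 0.10), and miR-220 (−1.79 ± 0.45, and −3.13 with median scaling), miR-30b (−1.54 ± 0.69) and miR-135c (−1.13 ± 0.13) were lower on PAA as well. The size for miR-30b depends on a discordant spot of AA at 10.29 log2, while its other spots there lay between 7.31 and 7.81. Of 140 probes, 9 were above 2-fold and 8 below, 15 of them with spots that did not overlap. Both arrays lay in the upper part of their slides, and the comparison crossed the slides.

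The parental genomes were compared through AA and PP, both on the second slide but in different parts of it and from fish of different rivers. Higher on AA were miR-92a (3.50 ± 0.30, at least 2.49-fold against the BLANK level of PP), miR-21 (1.85 ± 0.09), a miRNA often raised in injured and tumour tissue, miR-93 (1.72 ± 0.31), a relative of miR-17, and miR-1 (1.25 ± 0.07). The bounds of the last 3 against that level were 2.29-fold, 1.72-fold and 1.03-fold. Higher on PP were miR-10d (−2.21 ± 0.16, at least 2.86-fold against the level of AA) and miR-10b (−1.89 ± 0.55), which are encoded in the Hox clusters, miR-731 (−1.79 ± 0.07), pancreatic miR-375 (−1.69 ± 0.10) and the skin miRNA miR-203b (−1.57 ± 0.06). The lymphocyte miRNA miR-150 (2.27 ± 1.32, at least 1.25-fold) and miR-193a (−2.06 ± 0.59, at least 3.05-fold) rested on 2 discordant spots of an array. Neither array was above its BLANK level for miR-731, miR-10b, miR-375 and miR-203b. Gonadal miR-202 was detected on AA and PP only, under the BLANK level on PP, so which was higher is not firm. Of 130 probes, 18 were above 2-fold and 14 below, and the spots of 28 of these did not overlap. PP had the widest spread between spots and the highest BLANK level of the 4 arrays.

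PA was set against each parental form to see what accompanies hybridization without a change in ploidy. Against PP, miR-731 was higher on PA by 3.59 ± 0.07 (at least 10.1-fold against the BLANK level of PP), miR-92a by 3.16 ± 0.30 (1.97-fold), miR-430j by 2.19 ± 0.20 (2.49-fold) and miR-101a by 2.17 ± 0.31 (1.31-fold), while let-7c was lower (−4.35 ± 0.43), as were miR-193a (−2.35 ± 0.66, at least 3.76-fold against the level of PA), miR-194a (−2.23 ± 0.48, neither array above the level) and miR-220 (−1.57 ± 0.33). Against AA, miR-731 was higher by 5.38 ± 0.04 (at least 24.2-fold against the BLANK level of AA), miR-101a by 1.96 ± 0.11 (3.13-fold), the neural miRNA miR-9 by 1.48 ± 0.13 and miR-146b, a regulator of innate immune signalling, by 1.38 ± 0.08; the sizes changed with the scaling, and with median scaling the last 2 were 0.45 and 0.21, while miR-218a, named next, was −2.06. Lower on PA than on AA were let-7c (−4.54 ± 0.43), miR-150 (−2.49 ± 1.31, at least 3.68-fold against the level of PA), miR-21 (−1.51 ± 0.13) and miR-218a (−1.19 ± 0.35). Beyond 2-fold lay 33 of 131 probes against PP (18 above, 15 below) and 13 against AA (8 above, 5 below), and both comparisons crossed the slides. The large errors of let-7c on PA and of miR-150 came from spots of an array that lay far apart.

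**Figure D1:**
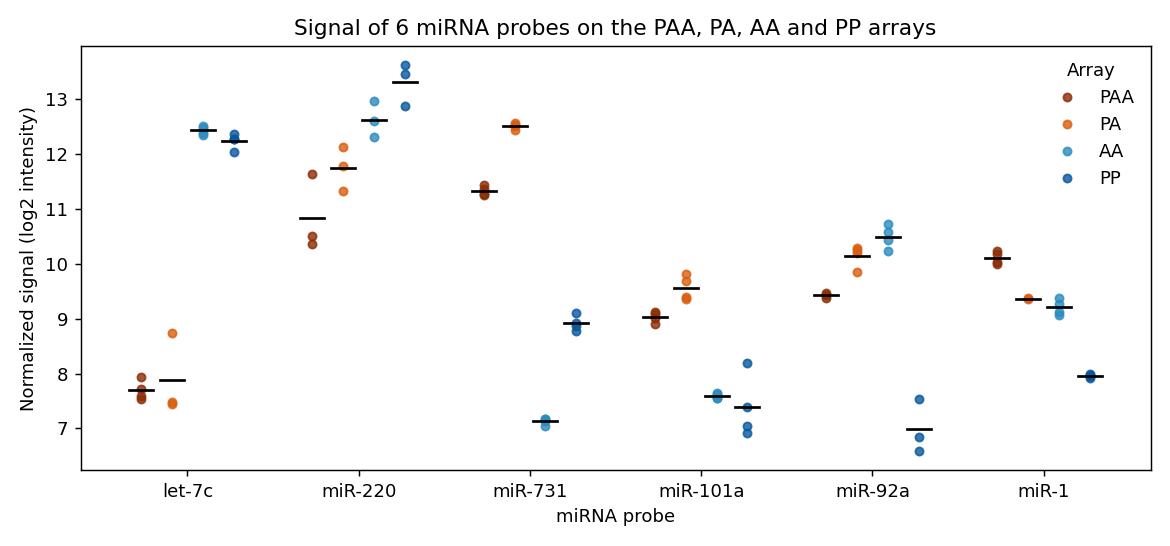
Normalized log2 intensity (vertical axis) of 6 zebrafish miRNA probes (horizontal axis) on the PAA, PA, AA and PP arrays; each point is a spot that passed the background filter and each black bar the mean of the spots of that array. The let-7c points of PAA and PA lie far below those of AA and PP, a log2 difference of −4.73 for PAA against AA, and the miR-731 points lie above them.

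Several miRNAs differed the same way between both hybrid arrays and both non-hybrid arrays. The miR-183 cluster (miR-182, miR-183 and miR-96), expressed together in sensory organs, was 1 such group. Its miR-182 probe was detected only on PAA and PA, at least 10.1-fold above its level on AA or PP for PAA and at least 9.19-fold for PA, where the floor was the lowest detected signal; against the BLANK levels of AA and PP the bounds were 4.32-fold and 1.803-fold for PAA and 3.95-fold and 1.65-fold for PA. miR-96 was higher on PAA than on PP and AA by 1.04 ± 0.11 each and on PA by 1.03 ± 0.11 each, with AA and PP under their BLANK levels (at least 1.12-fold and 1.11-fold against AA for PAA and PA, with no bound against PP), while miR-183 differed by 0.36 to 0.65 with overlapping spots and no bound. The median of the 2 members measured on both sides, miR-183 and miR-96, was 0.82 for PAA against PP (percentile 98.7), 0.85 for PAA against AA (99.8), 0.70 for PA against PP (99.0) and 0.72 for PA against AA (98.3). It was 0.27 for PAA against PP with the Homo probes and 0.34 for PAA against AA with median scaling. Between PAA and PA it was 0.13 and turned to −0.04 with median scaling and to −0.28 with the Homo probes. These miRNAs were also most of the set that the study had picked in sequencing of the same RNA pools (this cluster with miR-192 and miR-141), so they are not independent evidence of its direction. That set had medians of 0.60 for PAA against PP and 0.65 against AA (0.25 against PP without the 10 brightest probes in the total, near 0 with the Homo probes, and 0.12 against AA with median scaling). The 0.60 and 0.65 are the values of miR-183 alone, which lies between miR-192, fixed at 0, and miR-96. The median was 0.07 for PAA against PA with a sign that turned under median and Homo scaling. miR-141 was detected on none of the 4 arrays, and miR-192, the brightest probe everywhere, is fixed at 0 by quantile normalization.

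Other groups and miRNAs differed in several comparisons. The let-7 family was lower on PA than on PP in 4 of 5 members (median −0.84, percentile 1.91), with let-7g (−1.34 ± 0.14) under the BLANK level on both arrays and let-7b, the other way at 1.13 ± 0.32, under it on PP, and lower on PAA than on PP in 4 of 6 (median −0.51), under all 6 scalings tried. On PA, let-7a was also under the level, as was let-7j on PA and PP (normalized 120 and 215). Of the members lower on PA than on PP, only let-7c was above the levels of both arrays. Between AA and PP its median of 0.12 turned to −0.32 with total signal scaling. The miR-17-92 clusters were higher on PA than on PP in 6 of 9 members (median 0.45, above 0 under all 6) and on PAA than on PP in 6 of 9 (median 0.41, and −0.19 with the Homo probes). Members such as miR-92a, miR-20b and miR-93 read 127, 302 and 318 on PP, under its BLANK level of 516, so these medians are not firm. The embryonic miR-430 members were higher than on PP in 2 of 3 both on PA (median 0.59) and on PAA (median 0.96), under all 6, but miR-430b and miR-430j lay under the BLANK level on PP, with a bound of 2.49-fold for miR-430j and none for miR-430b, and a spot of miR-430a stood more than 2 log2 above its other spots on all 4 arrays. Red blood cell miR-451 was higher on PA than on PP by 1.63 ± 0.22 and on AA than on PP by 0.77 ± 0.13, and also on PAA (0.71 ± 0.05) and PA (0.86 ± 0.19) than on AA, while miR-144 was not detected; PP and AA were under their BLANK levels, with bounds of 1.35-fold for PAA and 1.495-fold for PA against AA and none against PP. Pancreatic miR-375 was lower on PA than on PP (−1.43 ± 0.10, PP under its level), and endothelial miR-126 was higher on PAA (0.67 ± 0.08) and PA (0.74 ± 0.14) than on AA, at least 1.32-fold and 1.39-fold against the level of AA. Of the miRNAs that the study had named as running against the difference between AA and PP (miR-727, miR-27d, miR-27b and miR-142b-5p), 2 were detected on PAA, 3 on PA, 2 on AA and 0 on PP, and the 2 measured on both PA and AA differed by 0.21 ± 0.31 (miR-727) and −0.20 ± 0.52 (miR-27b), with both arrays under their levels.

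Across probes, which are not independent replicates, the profiles of PAA and PA were the closest, with a Pearson r of 0.966 over 147 probes on the log2 scale. PAA with AA gave 0.893, PA with AA 0.879, AA with PP 0.848, PA with PP 0.826 and PAA with PP 0.792, and the mean over the 6 pairs was 0.867 (SD 0.0606). Spearman's rho was 0.859 for PAA with PA and 0.476 for PAA with PP. Without the 10 brightest probes, miR-192 and miR-27c among them, r was 0.930 for PAA with PA and 0.506 for PAA with PP, and on the linear scale AA with PP was then the closest pair (0.826 against 0.8001 for PAA with PA). Over the 89 invertebrate-only probes detected on all arrays, r lay between 0.913 and 0.973 and was highest for PA with AA.

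**Figure D2:**
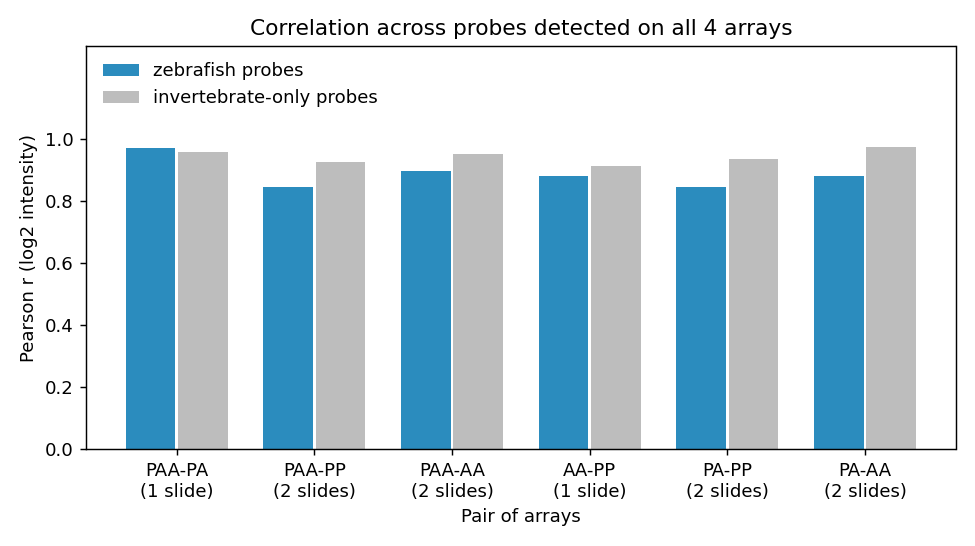
Pearson r of log2 intensity (vertical axis, from 0) for the 6 pairs of arrays (horizontal axis, with the number of slides), across the 114 zebrafish probes (blue) and the 89 invertebrate-only probes (grey) detected on all 4 arrays. The zebrafish bars reach 0.970 for PAA with PA and 0.845 for PAA with PP, and the grey bars stay between 0.913 and 0.973.

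To ask whether miRNAs as a whole were higher in one form, each array was scaled to its total signal and the probes higher in each form were counted. PAA was higher than PA in 53 of 147 probes, a share of 36.1% (Wilson 95% interval 28.7 to 44.1, counting error only), and than PP in 69, with 68 lower (50.4%, 42.1 to 58.6). It was higher than AA in 102 of 140 (72.9%, 65.0 to 79.5), and PA was higher than AA in 103 and lower in 30 (77.4%, 69.6 to 83.7). AA was higher than PP in 50 of 130 (38.5%, 30.5 to 47.0) and PA than PP in 65 of 131 (49.6%, 41.2 to 58.1). Most of these shares changed with the scaling, while that of PA over PP moved only with other choices, such as 68.7% in last spots. With quantile normalization they were 51.0% for PAA over PA, 62.9% for PAA over AA, 50.4% for PA over AA and 51.5% for AA over PP, and with median scaling 27.1% for PAA over AA, 36.8% for PA over AA and 64.6% for AA over PP. Scaling on the Homo control probes gave 16.3% for PAA over PA, 29.9% for PAA over PP and 34.3% for PAA over AA. This scaling rests on 12 Homo spots. The median log2 difference of all probes was −0.13 for PAA against PA, 0.20 for PAA against AA, 0.32 for PA against AA and −0.18 for AA against PP with total signal, against 0.02, 0.12, 0.01 and 0.01 with quantile normalization and −0.19, −0.35, −0.16 and 0.30 with median scaling. Invertebrate-only probes gave shares of 36.5% for PAA over PA, 52.4% for PAA over AA, 69.3% for PA over AA and 41.9% for AA over PP.

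**Figure D3:**
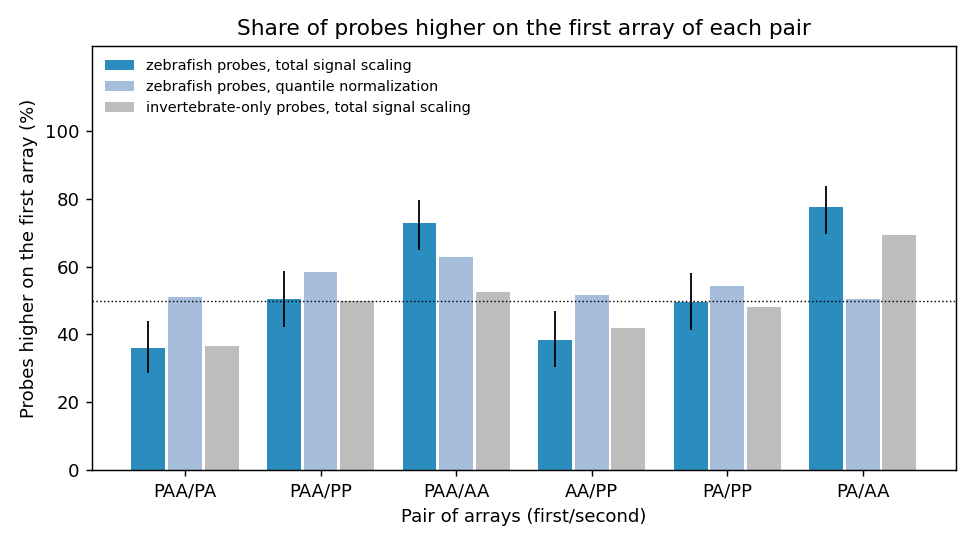
Share of probes higher on the first array of each pair (vertical axis, %) for the 6 pairs (horizontal axis), for zebrafish probes with total signal scaling (dark blue, with 95% Wilson intervals), zebrafish probes with quantile normalization (light blue) and invertebrate-only probes with total signal scaling (grey). The dotted line marks 50%; the share for PAA over PA is 36.1% in dark blue, 51.0% in light blue and 36.5% in grey.

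Additivity was examined by dividing each hybrid's signal by that expected from its genomes, the mean of PP and AA for PA and a mean with double weight on AA for PAA. Above expectation stood miR-731, by 3.81 on PA and 3.32 on PAA on the log2 scale, and miR-101a, by 2.39 and 1.66, both under the BLANK levels on AA and PP. They were joined by miR-430j on PA (1.80) and by miR-1 on PAA (1.52). Below it stood let-7c, at −4.85 on PA and −5.25 on PAA, and miR-220, at −1.76 and −2.58, with miR-218a on PA (−1.64) and miR-193a on PAA (−1.29, from few spots). Of the 114 probes detected on all arrays, 101 on PA (88.6%) and 103 on PAA (90.4%) lay within 1 log2 unit of expectation. On PA 73 (64.0%, Wilson 95% interval 54.9 to 72.3) and on PAA 70 (61.4%, 52.2 to 69.8) lay above it, with medians of 0.15 and 0.22. In 50 simulated, exactly additive data sets the share above ranged from 30.8% to 72.5% for PA and from 23.7% to 69.4% for PAA, and the median from −0.05 to 0.09 and from −0.11 to 0.07. These sets held noise between spots only and no offset between arrays, so a median beyond their range does not show a departure from additivity. With quantile normalization 47.4% of probes lay above expectation on PA, and with median scaling 43.0% on PA and 31.6% on PAA. Invertebrate-only probes gave 58.4% on PA and 51.7% on PAA, and each of these comparisons crossed the slides. The median of these probes was 0.12 on PA, also above the simulated range, and 0.01 on PAA.

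The last question was whether differences of the hybrids follow those between the parental genomes. miR-92a, higher on AA than on PP, was also higher on PA than on PP, at least 2.49-fold and 1.97-fold against the BLANK level of PP. Over 114 probes, 81 (71.1%) differed between PA and PP in the direction of AA and PP, and 85 (74.6%) between PA and AA in the direction of PP and AA. Comparisons that share an array share its noise. Shuffling the 4 values of each probe, after each array was set to its median, gave 66.7% and 66.6%. Simulated arrays with no difference and the spot spread of each real array, with median scaling, gave means of 79.4% (73.6 to 88.6) and 55.6% (42.2 to 65.0). With the shared array read from different spots of the probe, the shares were 46.2% and 65.2%. The first and last spots of an array were given a common offset there. A difference in level between them was therefore left in and could by itself lower these shares. Of the 43 probes higher on PAA than on PA, among them miR-138 and miR-132, 42 (97.7%) were also higher against PP or AA and 33 (76.7%) against both, where shuffling gave 83.3% and 50.03% and the simulated arrays 83.8% and 47.3%. The shuffled and simulated values leave out offsets between arrays. The observed shares, from total signal, keep these offsets, so the scalings are unlike. With quantile normalization the 4 observed shares were 76.3%, 58.8%, 93.3% and 61.7%. On invertebrate-only probes the 4 shares, with total signal, were 70.8%, 64.0%, 94.3% and 71.4%. PA lay outside the range of AA and PP in 62 of the 114 probes with total signal, above both in 49 and below both in 13. Shuffling the 4 values of a probe gave 76.2. The observed count was 71 with median scaling and 74 with quantile normalization, so its distance from the shuffled count depends on the scaling. The excess above both depended on the scaling, with 42 above and 32 below under quantile normalization and 31 above and 40 below under median scaling.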

Values the study reported

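From small RNA sequencing of the same RNA pools, the study reported 204 conserved miRNAs. Its profiles had a mean correlation of 0.86 (± 0.06), and PA with PAA was the closest pair with r = 0.95. It gave 72% of miRNAs as higher in the triploid PAA than in PA, of which 93% were also higher in at least 1 further comparison and 62% in all. For PA, it gave 80% of differences from PP and 72% of those from AA as going the way of AA against PP. It placed 89% of miRNAs within 1 log unit of the additive expectation, and 70% of miRNAs above it in PAA. From the arrays analysed here, the study had also reported PA with PAA as the best-correlated pair. It placed most fold changes between 0.5 and 2, on the arrays as in sequencing.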

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

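All of the signals below were found on probes outside the zebrafish set, and of their tests that of signal without a probe was chosen only after the result was seen. Above the 95th percentile of the BLANK spots on all 4 arrays stood 100 probes of other vertebrates, 28 invertebrate-only probes, 12 numbered probes and 4 ZF_miR probes. Among other vertebrate probes, the examples chosen after their values were seen are those of mammalian miR-125a, with a mean of 15.44 log2 intensity, and of miR-143, a smooth muscle miRNA, with 14.77. The brightest was the mouse miR-682 probe with 15.47, and the human miR-587 (15.40) and miR-656 (14.75) probes were also among the 5 brightest. Before normalization the miR-682 probe read 65186, 65173 and 65185 on PAA, PA and AA, near the scanner's ceiling, and 12802 on PP. The zebrafish probes of miR-125a and miR-143 read only 7.65 and 7.55 normalized log2 intensity on PAA and were not detected on PP. The brightest ZF_miR probes were number 16 with 11.55 and number 11 with 11.04.

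The invertebrate-only signals were weighed, since these probes carry no vertebrate name. The insect miR-8 probe, a relative of the miR-200 family, read 13.71 log2 intensity, and the nematode probe miR-271 read 15.79, near the scanner's ceiling on every array. Signal that needs no probe is argued against, as 15.8% of kept BLANK spots passed the background filter (Wilson 95% interval 10.7 to 22.5) against 68.0% of invertebrate-only spots. Pairing with conserved fish family members may contribute, but probes whose family number is also carried by a vertebrate probe were not detected on all arrays more often (6 of 15 against 83 of 167, a difference of −9.70 percentage points, 95% interval −33.3 to 15.8), an interval too wide to decide. Pairing of labelled RNA with imperfect matches stays open, and no biological explanation was tested.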

How the results depend on the processing

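The tests chosen only after the result was seen were inclusion of the spots set aside at the scan, the BLANK level, the share of all miRNA probes beyond 2-fold, and the Homo probes and total signal without the 10 brightest probes as scalings of named differences and list medians; the other tests given here were planned. No paired analysis was possible because each composition had 1 array and the compositions share no replicates. By the 95th percentile of spots without a probe, signal over background limits PA, AA and PP more than PAA. Above it lay 88 of 164 detected probes on PA and 66 of 154 on AA. On PP 31 of 156 lay above it, and on PAA 167 of 168. The highest BLANK spot was brighter on PAA (522) than on PA (233) and AA (272), with 795 on PP. The order of PAA, PA and AA therefore depends on the percentile. Of the 60 named differences, all 60 kept their direction under normexp, without a filter on dim spots, in the authors' table, over all miRNA probes and under median, total signal and no scaling, and with the Homo probes all but miR-132 in PAA against PA (−0.07) did. In first spots 54 kept it and 5 were not measured, and in last spots 48 kept it and 12 were not measured. With the spots set aside included 57 kept it. miR-30e in PAA against PA turned to 0.023 in first spots, and with the spots set aside it turned to 0.91, miR-737 to −0.36 and miR-27a to −0.70. Fewer probes were measured by construction where every spot had to pass, which left 16 of the 60 in the same direction, 43 not measured and 1 without a difference, and above the BLANK level, which left 31 and 29 not measured. Of 78 list medians, 73 kept their sign under normexp and 69 over all miRNA probes, 65 with the spots set aside, 61 without scaling, 60 with total signal, 59 in first and 52 in last spots, 55 in the authors' table, 52 with median scaling and 51 without a filter. Where every spot had to pass 22 of 40 kept it, and above the BLANK level 35 of 55. Where the construction of an alternative does not show the cause of a shift below, the cause was not tested.

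Detected probes, 168 on PAA, 164 on PA, 154 on AA, 156 on PP and 114 on all 4 arrays, numbered 78, 73, 62, 57 and 34 at a foreground of at least 3 times background and 92, 55, 71, 58 and 27 where every spot had to pass. Above the BLANK level they numbered 88 on PA, 66 on AA, 31 on PP and 22 on all 4. These filters remove dim probes by construction.

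The correlation of PAA with PA (0.966) was the highest of the 6 pairs in the main setting and 0.934 in first spots and 0.890 with the spots set aside, which also gave 0.731 for AA with PP and 0.705 for PA with PP. Spearman's rho was 0.859 for PAA with PA, 0.476 for PAA with PP, 0.785 for PAA with AA, 0.558 for AA with PP and 0.598 for PA with PP. Without the 10 brightest probes the log2 r was 0.930, 0.506 and 0.775 for PAA with PA, PP and AA, 0.625 for AA with PP, and 0.577 and 0.736 for PA with PP and AA. The linear r without them was 0.8001, 0.395 and 0.499 for PAA with PA, PP and AA, 0.287 and 0.348 for PA with PP and AA, and 0.826 for AA with PP, which was then the closest pair; PAA with PA was the closest in the 14 other settings, the main one included, with median, total signal and no scaling, which cannot change a log2 r, counted once. With all probes the linear r was 0.898 for PAA with PP, 0.959 for AA with PP and 0.925 for PA with PP. Where every spot had to pass, r was 0.921 for PAA with PP and 0.934 for AA with PP, and over all miRNA probes it was 0.883 for PAA with PP.

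Probes beyond 2-fold numbered 5 for PAA/PA, 41 for PAA/PP, 17 for PAA/AA, 32 for AA/PP, 33 for PA/PP and 13 for PA/AA. In that order there were 22, 63, 39, 59, 55 and 33 beyond 1.5-fold and 0, 14, 3, 11, 12 and 4 beyond 3-fold. Without a filter on dim spots there were 14, 64, 32, 69, 68 and 37, and where every spot had to pass, a smaller set, 2, 4, 5, 3, 5 and 5. Under normexp, which shrinks dim differences through its offset, there were 2 for PAA/PA, 26 for PAA/PP and 10 for PAA/AA. Above the BLANK level there were 3 for PAA/PA, 12 for PAA/PP, 4 for AA/PP, 6 for PA/PP and 8 for PA/AA. First spots gave 14 for PAA/PA and 24 for PA/AA, last spots 23 for PAA/PP and 20 for PA/AA. Over all miRNA probes, a larger set, there were in the first order 22, 75, 27, 64, 68 and 38 above 2-fold, against 3, 25, 9, 18, 18 and 8, and 27, 62, 33, 65, 59 and 27 below it, against 2, 16, 8, 14, 15 and 5. As a share of probes this was 20.5% for PAA/PP against 29.9%, and within the Wilson interval of the zebrafish share for the other pairs. With the spots set aside there were 17 for PAA/PA, 29 for PAA/AA, 51 for AA/PP and 29 for PA/AA.

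Shares of probes higher were 36.1% for PAA/PA, 50.4% for PAA/PP, 72.9% for PAA/AA, 38.5% for AA/PP, 49.6% for PA/PP and 77.4% for PA/AA, and 64.0% of probes on PA and 61.4% on PAA lay above the additive expectation. Scalings other than quantile normalization shift all probes of an array together. Quantile normalization gave 51.0% for PAA/PA, 62.9% for PAA/AA, 51.5% for AA/PP, 50.4% for PA/AA and 47.4% for additivity of PA. Median scaling gave 27.1% for PAA/AA, 64.6% for AA/PP, 36.8% for PA/AA, and 43.0% and 31.6% for additivity of PA and PAA. The Homo probes gave 16.3% for PAA/PA, 29.9% for PAA/PP, 34.3% for PAA/AA and 29.8% for additivity of PAA, total signal without the 10 brightest probes 52.1% for PAA/AA, 58.6% for PA/AA and 45.6% for additivity of PA, and no scaling 44.2% for PAA/PA and 70.2% for additivity of PAA. The authors' table gave 48.6% for PAA/AA, 52.2% for AA/PP, 54.1% for PA/AA, and 46.1% and 45.6% for additivity of PA and PAA. Normexp gave 82.1% for PAA/AA, 27.7% for AA/PP, 59.5% for PA/PP, and 75.4% and 71.9% for additivity of PA and PAA. All miRNA probes gave 40.7% for PAA/PP, 56.4% for PAA/AA and 50% for additivity of PAA, and no filter 63.9% for PAA/AA and 49.5% for additivity of PAA. Where every spot had to pass, AA/PP gave 29.6% and additivity of PAA 70.4%, and above the BLANK level AA/PP gave 48.0% and PA/AA 66.7%. First spots gave 60.9% for PA/PP, and last spots 27.3% for PAA/PA, 54.7% for PAA/AA, 47.7% for AA/PP, 68.7% for PA/PP and 51.0% for additivity of PAA. With the spots set aside PAA/AA gave 58.7%, AA/PP 51.3%, PA/PP 62.1% and additivity of PAA 50.7%.

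The direction of PA/PP followed AA/PP in 71.1% of probes and that of PA/AA followed PP/AA in 74.6%. With AA/PP differences over 0.5 log2 only (53 probes), the shares were 88.7% and 83.0%, with the shared arrays read from different spots (79 probes) 46.2% and 65.2%, and above the BLANK level (22 probes) 59.1% and 81.8%. Quantile normalization gave 58.8% for PA/AA. Of the probes higher in PAA/PA, 97.7% were also higher against PP or AA and 76.7% against both. Different spots gave 85.3% and 52.9%, and for both, quantile normalization 61.7% and the BLANK level 60%. The values from different spots keep any difference in level between the first and last spots of an array.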

Other observations

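Of the tests below, only that of spot noise on AA was chosen before its result was seen; those of spot noise on PP, the shared slide, local spot faults and the slide were chosen afterwards. Outside the zebrafish set, 14 of 604 other vertebrate probes separated both hybrid arrays from both non-hybrid arrays, while 12 split by position on the slide and 4 by the remaining pairing; those named here were chosen after their values were seen. The mammalian probe of miR-200b, an epithelial miRNA, read 13.95 log2 intensity on PAA and 14.01 on PA against 11.10 on AA and 11.89 on PP, in both sets of spots. The zebrafish miR-200b probe was detected only on AA (7.54) and PP (8.07), under the BLANK level on both, so it gives no direction. The rat miR-151 probe was higher on PAA (9.65) and PA (10.03) than on AA (6.91) and was not detected on PP, and the mouse miR-615 probe was lower on PAA (10.95) and PA (11.56) than on AA (13.20) and PP (14.13). Of the invertebrate-only probes 3 of 169 split likewise, and of the numbered probes 3 of 67.

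The arrays of PAA and PA were the closest pair in 14 of 15 settings that can change r; on the linear scale without the 10 brightest probes AA with PP was closer (r of 0.826 against 0.8001). Noise between spots of AA is argued against as the whole reason for its lower r with the hybrids, since r between first and last spots within AA (0.966, 107 probes) exceeded that of AA with PAA (0.863) or PA (0.848) in such spots by 0.103 (bootstrap 95% interval 0.0272 to 0.210). For PP the corresponding excess was 0.0548 (−0.0467 to 0.164), so noise on that array stays open. A shared slide could also bring PAA and PA together, and on invertebrate-only probes r of PAA with PA was not above the highest r across slides (difference −0.0158, −0.0533 to 0.00624), an interval that includes 0. The shared hybrid origin of PAA and PA stays open as well, untested, because the design confounds it with the slide.

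In 7 of 197 zebrafish probes both hybrid arrays lay apart from both non-hybrid arrays, with miR-731, miR-101a, miR-182, miR-96, miR-146b and miR-193b higher and let-7c lower, whereas 1 probe split by position on the slide and 1 by the remaining pairing. Neither set of spots alone split miR-96 or miR-193b, and only the last spots split miR-146b. Arrays without detection, as AA and PP for miR-182 and miR-193b, counted at the lowest detected value. The normalized miR-193b signal, 278 on PAA and 323 on PA, was under the BLANK level of PP (516). Local faults of spots may account for some of them, as 62.5% of 8 probes split in their first spots (5 probes; Wilson 95% interval 30.6 to 86.3) split the same way in their last spots, printed elsewhere on the array; miR-731, let-7c, miR-101a, miR-182 and miR-220 did. The slide is not excluded either, as 1.78% of 169 invertebrate-only probes (0.606 to 5.09) split by slide against 3.55% of the zebrafish probes. A difference between hybrid and non-hybrid forms stays open, as it cannot be told apart from the slide here.

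Some lower bounds rested on few or discordant spots, and these miRNAs were chosen after their values were seen. The let-7i probe on PP was at least 8.79-fold, 4.81-fold and 3.91-fold above the BLANK levels of PAA, PA and AA, from 2 of 4 spots, the miR-736 probe on PP at least 9.39-fold above that of PA, from 3 spots with an SD of 3.55 log2, and the miR-135b probe on PA at least 4.83-fold and 2.15-fold above those of PAA and AA, with no bound against PP, from 2 spots.

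The share of miRNA probes higher on PAA than on PA was 36.1% here with total signal scaling. That is lower than the value quoted from the study above, which came from sequencing. The share was 36.5% on invertebrate-only probes, scaled to their own total signal. That total includes probes near the scanner's ceiling, such as nematode miR-271. For these probes the share was not computed with other scalings, so whether it is particular to zebrafish probes is not firm. It was 16.3% with the Homo probes, 44.1% in the authors' table and 51.0% with quantile normalization. The study used only sequencing for this measure, as it held that array sensitivity and the zebrafish chip could limit accuracy. These values therefore do not decide against the sequencing result.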
